A study of Homo sapiens with 56 samples. Its data were reported in "TRPS1 modulates chromatin accessibility to regulate estrogen receptor alpha (ER) binding and ER target gene expression in luminal breast cancer cells" (2024).

How the data were processed

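ChIP-seq was performed in clone 28 of T47D cells with degron-tagged TRPS1, treated with DMSO or with dTAG, in 14 groups of 4 libraries. Groups and replicate numbers came from the sample labels, and all 56 libraries were assigned. For the DMSO samples a label and the protocol give different treatment times, and the 30 minutes of the protocol are used in the text. Replicates are as labelled. The sources give the cells plated per sample, with 1 lysate divided among the HA, ER and IgG antibodies, and do not say whether replicates were grown or treated on separate days, so p-values measure only the spread between these samples, which can be technical.

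According to the study's methods and the submitters' processing notes, the authors trimmed adapters with cutadapt 3.4, aligned reads to hg38 with Bowtie2 2.2.9, removed duplicates, sorted reads with SAMtools 1.12 and made tracks with deepTools 3.5.1. They called peaks with MACS2, whose version is not given in the sources used here, and counted reads in peaks with bedtools 2.29.2. The deposited tables hold whole-number read counts per peak and library, made by the authors and not normalized. The HA and ER tables also hold the −log10 q value of each peak as deposited by the authors, which entered no test. HA peaks were called on all DMSO against all dTAG libraries, and ER peaks on all ER against all IgG libraries. Both are given as summits of 1 bp, 66573 for HA and 56404 for ER, and the width of the window counted around a summit is not given in the sources used here. The CTCF (101592 peaks, median width 743 bp), CTCF plus HA (103076, 762 bp), PR (6681, 333 bp) and YAP (2067, 301 bp) tables hold intervals, and how these were called is not given in those sources either. Counting windows that cover several close summits would share reads between them, so neighbouring summits are not independent.

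Counts were tested within each antibody's 8 libraries with edgeR 4.0.16 in R 4.3.3 by the quasi-likelihood F test, with peaks kept by filterByExpr (minimum count 10, minimum total 15) and Benjamini-Hochberg adjustment at an FDR of 0.1. A robust dispersion estimate was looked at before the default was taken as the main setting. With the robust estimate edgeR called 292 ER peaks increased and 47 decreased, and 9 and 14 PR peaks. TMM factors scaled ER, PR, YAP and CTCF. For HA a common library size was used, since scaling on the peaks would remove a loss shared by most of them. For the CTCF plus HA libraries, TMM factors came from the 75251 peaks that overlap a CTCF peak and no TRPS1 summit, and the 2722 that overlap a TRPS1 summit and no CTCF peak were the candidates for testing. DESeq2 1.42.0 (Wald test) was the other tool, which is the study's own, and adjusted p that it leaves empty were kept empty.

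Changes of peak classes were tested on 1 score per library, the difference of mean log2 CPM (prior count 2) between classes of peaks that passed the filter, by an exact two-sided permutation of the treatment labels with a threshold of 0.05. With 4 against 4 libraries there are 70 assignments, and 0.0286 is the smallest p possible. camera and fry of limma 3.58.1 were run beside these scores and on the 8 gene lists, camera with a preset correlation of 0.01 and with an estimated one, and adjusted over the lists. fry asks whether a set moves on balance in 1 direction and does not compare it with other peaks. Distances ran from the peak centre or summit to the nearest TRPS1 summit, in classes of under 200, 200 to 500 and over 500 bp. No tested YAP peak lay over 500 bp from a TRPS1 summit, so YAP has no score of near against far peaks. Overlaps used GenomicRanges 1.54.1, with summits widened by 200 bp on each side, which was decided once the tables proved to hold summits only. Peaks were named by the nearest protein-coding TSS in GENCODE 44 on hg38, a promoter being within 1000 bp of it. A peak so named can lie over 100 kb from that TSS, and offsets from the TSS are negative upstream. Genes of the lists and genes named in advance were tied to peaks within 100 kb of their TSS. Motifs were matched on both strands with Biostrings 2.70.1, and tested by Fisher's exact test with adjustment over the tests. Tables were read and joined with version 1.17.8 of data.table.

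The lists of ER target genes, of genes activated or repressed gradually or transiently, and of opened or closed regions came from the study's supplementary files. The study defined ER targets from nascent transcription in parental T47D cells treated with estrogen, and took the directions after TRPS1 loss from nascent transcription in other libraries of the clone. The regions came from ATAC-seq in other libraries, for which the study's methods do not name the clone. The gene lists and the naming rule were fixed before the data were examined, as were the tests and alternatives other than those that the text names as chosen later. Named peaks were, for HA, the 10 with the highest mean count. For ER they were the 12 largest rises and 12 largest falls, and for PR, YAP and CTCF the 6 largest of each, among peaks past the FDR whose 4 dTAG libraries all lay on 1 side of the 4 DMSO libraries, at a mean normalised count of at least 50 and 1 per gene. To these came the peak of highest count within 100 kb of GREB1, TFF1, PGR, MYC, CCND1, CA12, STC2, XBP1, ESR1, GATA3, FOXA1, TRPS1, ELF5, CCN1, CCN2, FKBP5, ART4, CXXC5 and 1 gene not described here for HA, ER and PR, and of CCN1, CCN2, ANKRD1, AMOTL2, AJUBA and LATS2 for YAP. CCN2 had no tested ER peak.

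Replicate pairs were compared by a chi-square test of their counts. Besides the HA dTAG pair counted as 1 sample in the HA means, 9 of 12 PR pairs and 9 of 12 YAP pairs could not be told from sampling noise, as their shallow counts allow, and were kept apart. Alternatives were other scalings, DESeq2, an FDR of 0.05, no filter on low counts, only the peaks above the median count, the replicate number as a block, other windows and TRPS1 summit sets, and leaving out each library. A robust dispersion, removal of a GC trend per library (loess, span 0.5) and the HA pair as 1 sample were added after the data were seen.

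Each test was checked on simulated counts with 200 changed peaks drawn from the real means. At 2-fold, 67.2% of changed ER peaks, 76.1% of PR, 71.6% of YAP, 80.6% of CTCF, 82.1% of CTCF plus HA and 7.46% of HA peaks were recovered, and at 3-fold 48.5% of HA peaks, with 0 calls for any antibody when nothing was changed. Deposited totals in peaks set the depth, and the number of reads outside peaks was not used here. Other experiments of the study were not analysed here.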

Results

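Chromatin binding was profiled by ChIP-seq, in which crosslinked chromatin is immunoprecipitated and sequenced, in T47D cells, an established luminal breast cancer line that expresses the estrogen receptor (ER). The cells were clone 28, whose TRPS1 gene, coding for a repressive transcription factor of the GATA family, carries an HA epitope and an FKBP12-based degron tag at its own locus. The degraders dTAG-13 and dTAGV-1, at 50 nM each for 30 minutes (dTAG), recruit ubiquitin ligases to that tag so that the protein is destroyed, and 0.1% DMSO served as vehicle. Antibodies against ER, HA (tagged TRPS1), CTCF (an insulator protein), the progesterone receptor (PR), YAP (a coactivator of TEAD factors) and control IgG, and a mixture of the CTCF and HA antibodies, gave 14 groups of 4 libraries, 56 in all. Counts in peaks totalled 933943 to 1118288 per ER library, 4471471 to 11600048 per CTCF library, 3652916 to 8671350 per library with both the CTCF and HA antibodies, and 68920 to 138054 per PR library. HA libraries held 810996 to 1944288 counts with DMSO and 377829 to 426078 with dTAG. YAP libraries were the shallowest, with 2205 to 12496 counts with DMSO and 24217 to 30069 with dTAG. IgG libraries held 149017 to 255284 counts over the ER peaks.

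The HA libraries addressed whether tagged TRPS1 left chromatin. HA signal fell at nearly all of the TRPS1 summits that could be tested. Over all 66573 TRPS1 summits, the mean deposited count per summit was 21.0 ± 7.91 (SD, n = 4) with DMSO and 6.01 ± 0.364 (SD, n = 3) with dTAG, a loss of 71.4%. At the 1000 summits of highest count with DMSO the mean went from 165 ± 68.1 (SD, n = 4) to 32.8 ± 3.16 (SD, n = 3), a loss of 80.2%. IgG counts at the same 66573 summits were 3.46 ± 0.643 with DMSO and 3.81 ± 0.542 with dTAG (SD, n = 4, exact two-sided permutation p = 0.486), and the loss of HA was 87.5% once IgG was subtracted. dTAG replicates 3 and 4 did not differ by more than sampling noise and were counted as 1 sample in these means (chi-square per degree of freedom 1.01, p = 0.245, against p below 0.05 in the other 5 pairs of this group). With that pair as 1 sample the exact two-sided permutation p was 0.0571 over 35 assignments. With the 4 dTAG libraries counted apart the mean was 5.92 ± 0.338 (SD, n = 4), a loss of 71.8% (87.9% once IgG was subtracted), and the exact two-sided permutation p was 0.0286, the smallest possible with 70 assignments.

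Among the summits of highest HA count, the strongest was intergenic (hg38, chromosome 3, position 193872463). Its nearest gene was HES1, a repressor in the Notch pathway, at an offset of -263685 bp from the TSS. Its count went from 869 ± 397 (SD, n = 4) to 150.5 ± 27.3 (SD, n = 3), and with the 4 dTAG libraries counted apart (mean 144) its log2 change was -2.59 ± 0.41 (SE, edgeR adjusted p = 1.2e-08). The other summits among the 10 strongest were 3 in introns of GSE1 on chromosome 16 (positions 85492149, 85521043 and 85570624), an intron of EHF, an epithelial ETS factor (11, 34633791), the promoter of PDZK1, an estrogen-induced scaffold gene (1, 145708389), a site downstream of TFAP2C, which codes for AP-2 gamma (20, 56735437), a site downstream of TBL1XR1, a subunit of the NCoR and SMRT corepressor complexes (3, 176856035), an intron of TNS3 (7, 47576110) and a site upstream of NUPR2 (7, 56196381). The TFAP2C and TBL1XR1 summits lay at offsets of 106131 and 371965 bp from the TSS. All 10 of the strongest summits fell, with log2 changes between -2.77 at TNS3 and -2.37 at TBL1XR1. The strongest summit near each testable gene listed in advance fell too, from -2.74 ± 0.44 near CXXC5 to -1.62 ± 0.43 in an intron of GATA3 (SE, n = 4 per group). These included the estrogen-induced genes GREB1 (-2.10 ± 0.40) and TFF1 (-2.27 ± 0.42), the pioneer factor gene FOXA1 (-2.56 ± 0.41) and TRPS1 itself (-2.05 ± 0.40).

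Across the 27137 HA summits tested by edgeR with 1 common library size, 26600 (98.0%) were called decreased and 1 increased at an FDR of 0.1, with a median log2 change of -1.89. The single increased summit, in an intron of EFHC2 on the X chromosome at 44282909, was looked up after its value was seen and was not called by DESeq2. It had only 6.50 ± 3.51 counts with DMSO and 10.25 ± 2.36 with dTAG (SD, n = 4, dTAG replicates 3 and 4 counted apart). DESeq2 called 26276 decreased and 0 increased. With dTAG replicates 3 and 4 as 1 sample edgeR called 40125 decreased and 0 increased, with more summits tested (41534). TMM scaling takes the typical summit as constant, and with it 1481 summits were called decreased and 1728 increased, the median log2 change was 0.00, and the GATA3 summit stood at 0.42. Scaling on the summits with the lowest counts gave 8556 decreased and 502 increased. The authors called these summits with the dTAG libraries as the control, so they were chosen on the contrast tested here.

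**Figure D1:**
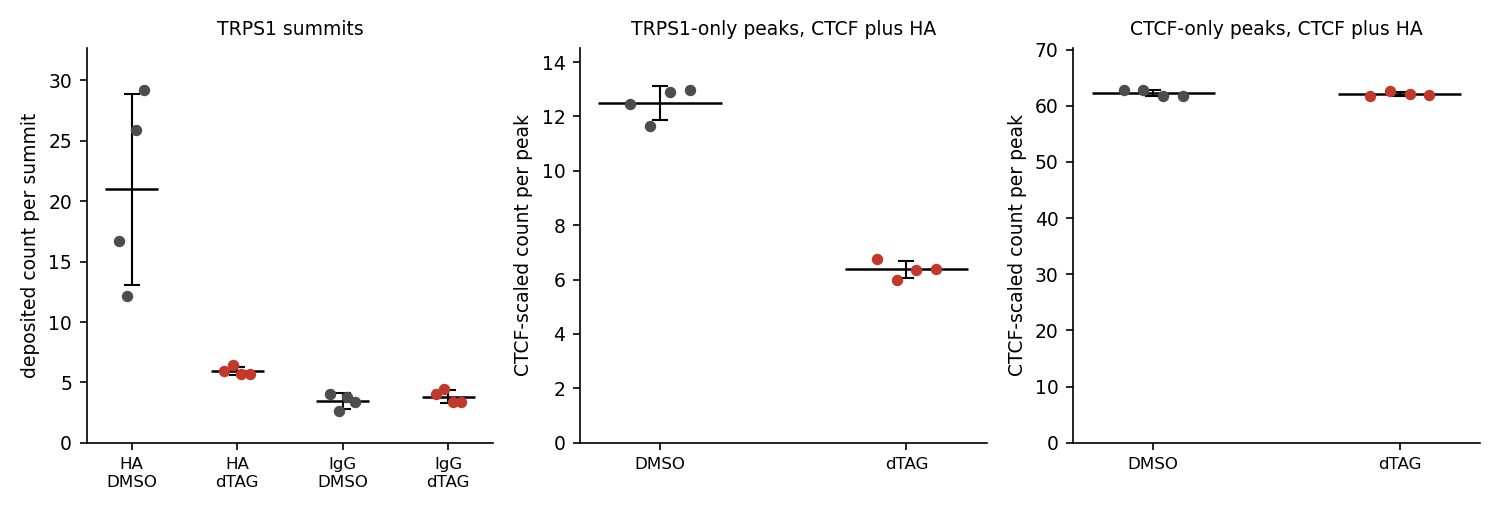
Mean count per peak in each library (points), with the group mean and SD (n = 4 libraries): deposited HA and IgG counts per TRPS1 summit at left, and CTCF-scaled counts per TRPS1-only peak (middle) and CTCF-only peak (right) in the CTCF plus HA libraries. HA went from 21.0 to 5.92 per summit with dTAG replicates 3 and 4 drawn apart, TRPS1-only peaks from 12.5 to 6.37, and CTCF-only peaks, which set the scale, from 62.3 to 62.1.

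The libraries made with both antibodies asked the same question with CTCF as an internal standard. TRPS1-only peaks lost 49.0% of their signal, from 12.5 ± 0.614 to 6.37 ± 0.320 CTCF-scaled counts per peak (SD, n = 4, 2722 peaks, exact two-sided permutation p = 0.0286). Peaks that overlapped both a CTCF peak and a TRPS1 summit stood at 112 ± 7.93 with DMSO and 105 ± 3.52 with dTAG (SD, n = 4, 15916 peaks, exact two-sided permutation p = 0.257). edgeR called 767 of 983 tested TRPS1-only peaks decreased and 3 increased, with a median log2 change of -1.13, and DESeq2 called 691 decreased and 0 increased. The 3 increased peaks, looked up after their values were seen, lay in introns of DNM3 (1, 172356590 to 172357089) and CNTN5 (11, 99419120 to 99419398) and upstream of CHORDC1 (11, 90363856 to 90364516, offset -141109 bp from the TSS), at under 15 counts a library on average. Without the CTCF scaling 456 were called decreased and 1 increased.

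CTCF binding alone was compared in the same way. Of 79474 CTCF peaks tested, edgeR called 0 increased and 0 decreased at an FDR of 0.1, and DESeq2 also called 0, while without dTAG replicate 2 edgeR called 5 decreased. At an unadjusted p under 0.05 there were 3935 CTCF peaks, against 3974 that chance would give. CTCF peaks under 200 bp from a TRPS1 summit, 7529 in number, changed against 66968 CTCF peaks over 500 bp away by -0.02 ± 0.04 (log2, SE, n = 4 per group, exact two-sided permutation p = 0.657).

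The ER libraries asked how ER binding differed after TRPS1 was lost. ER binding rose at 283 peaks and fell at 45 of the 24615 tested (edgeR, FDR 0.1), so 86.3% of the called ER peaks were increases. The 283 increased peaks, nearest to 214 genes, had a median log2 change of 0.77, lay mostly in intergenic sequence (157) and introns (117), and rarely at promoters (5, or 1.77%). Of these, 266 (94.0%) lay under 200 bp from a TRPS1 summit, at a median distance of 22 bp, and 79 (27.9%) overlapped a region of increased accessibility. The 45 decreased peaks, nearest to 42 genes, had a median log2 change of -0.88, and 22 (48.9%) lay at promoters, 21 (46.7%) under 200 bp from TRPS1 and 0 in such a region. Of the 24287 ER peaks not called, 56.2% lay under 200 bp from a TRPS1 summit and 26.3% at promoters. Their median distance was 141 bp, and 1.17% overlapped a region of increased accessibility. All 4 dTAG libraries lay above all 4 DMSO libraries in 231 increased peaks (81.6%) and below them in 35 decreased peaks (77.8%), shares that are no test, since the peaks were called on these same libraries (not called ER peaks were separated in 4.75%, and chance gives 2.86% over both directions). DESeq2 called 134 increased and 9 decreased, with 18134 peaks given no adjusted p by its filter, and 2512 peaks had an unadjusted p under 0.05, against 1231 by chance. Without DMSO replicate 1 edgeR called 155 increased and 16 decreased, without dTAG replicate 2 it called 176 and 14, and without DMSO replicate 4 it called 22 decreased. Removing each library's trend with GC content left 153 increased and 17 decreased, testing without a filter on low counts gave 184 and 16, and an FDR of 0.05 left 16 decreased. TMM scaling sets the typical ER peak to no change, so a shift shared by all ER peaks could not be seen.

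Among increased ER peaks that met the naming rule, with a mean normalised count of at least 50, the largest rise lay upstream of TMEM135 (11, 87000553, intergenic), where the count went from 34.8 ± 7.36 to 76.8 ± 6.16 (SD, n = 4) and the log2 change was 1.14 ± 0.16 (SE, edgeR adjusted p = 3.9e-08). Upstream of PDCD4, a translation inhibitor (10, 110857742), ER rose from 50.2 ± 8.11 to 106 ± 14.2 (SD, n = 4, log2 change 1.07 ± 0.14). ER rose from 96.1 ± 17.1 to 171 ± 12.6 (SD, n = 4, log2 change 0.83 ± 0.12) upstream of HES1 (3, 193880100, offset -256048 bp from the TSS), near the strongest TRPS1 summit. A site 407994 bp downstream of MYC, the proto-oncogene (8, 128143428), went from 63.9 ± 13.0 to 112 ± 5.48 (SD, n = 4, log2 change 0.81 ± 0.14), and an intron of TRPS1 (8, 115671129) from 63.0 ± 11.2 to 108 ± 14.9 (log2 change 0.78 ± 0.14). The remaining 7 of the 12 named rises lay near TBL1XR1 (3, 176854478, log2 change 0.92), CAMK1G (1, 209383035, 0.92), PTPRO (12, 15217162, in an intron of RERG, 0.87), PLXND1 (3, 129694525, in an intron of TMCC1, 0.85), RHOBTB1 (10, 60996529, intron, 0.82), NCAM2 (21, 21007784, intron, 0.74) and MGP (12, 14886521, promoter, 0.73). All 12 named rises lay under 200 bp from a TRPS1 summit, 8 overlapped a region of increased accessibility, and their edgeR adjusted p ran from 3.0e-09 to 0.00207. Closeness to TRPS1 did not set these rises apart from the other named ER peaks. The 6 named falls and the 17 strongest peaks at genes named in advance, 16 of them not called, all lay under 200 bp too.

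Only 6 falls of ER met the naming rule, and all 6 were smaller than the named rises. ER fell upstream of SLC25A25, a mitochondrial carrier gene (9, 128027057), from 76.7 ± 12.4 to 49.5 ± 12.5 (SD, n = 4, log2 change -0.63 ± 0.15, edgeR adjusted p = 0.00807). In an intron of CXXC5, a zinc finger gene (5, 139658426), it fell from 117 ± 4.75 to 80.7 ± 10.1 (SD, n = 4, log2 change -0.53 ± 0.13, edgeR adjusted p = 0.0111), and in an intron of CBFA2T3, which codes for an ETO-family corepressor (16, 88928597), from 188 ± 13.8 to 143 ± 24.8 (log2 change -0.40 ± 0.11, edgeR adjusted p = 0.0457). The others were an intron of SEC61A2 (10, 12150368, -0.43, edgeR adjusted p = 0.0911), the promoter of LY6E (8, 143018184, -0.34, 0.0911) and a site near MAP6D1 (3, 183826764, -0.34, 0.0784), none of which passed at an FDR of 0.05. All 6 lay under 200 bp from a TRPS1 summit. The SLC25A25 call was lost without DMSO replicate 1 (log2 change -0.53) or dTAG replicate 2 (-0.52), the CXXC5 call without dTAG replicate 2 (-0.44), and the CBFA2T3 call without DMSO replicate 1 (-0.35), 3 (-0.38) or 4 (-0.42) or dTAG replicate 2 (-0.34) or 3 (-0.31). The calls at SEC61A2 (-0.46 to -0.37) and LY6E (-0.38 to -0.30) were lost without any 1 of the 8 libraries, and that at MAP6D1 (-0.38 to -0.31) without any but DMSO replicate 2. Removing each library's trend with GC content ended the calls at CBFA2T3 (-0.29), LY6E (-0.21) and MAP6D1 (-0.31), testing without a filter on low counts ended those at SEC61A2 (-0.42), CBFA2T3 (-0.39), LY6E (-0.33) and MAP6D1 (-0.33), and SEC61A2 (-0.43) was not called by DESeq2.

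At 16 of the 17 genes named in advance with a testable ER peak, the strongest peak was not called. The strongest ER peak of GREB1, in its intron (2, 11498732), stood at 1172 ± 64.9 with DMSO and 1164 ± 208 with dTAG, and that near TFF1 (21, 42376498) at 877 ± 75.9 and 875 ± 130 (SD, n = 4). ER counts near the receptor genes were alike as well, 302 ± 20.5 and 304 ± 29.8 near PGR and 231 ± 14.8 and 234 ± 6.16 near ESR1, and near the luminal genes XBP1 and GATA3 they were 702 ± 46.5 and 704 ± 64.0, and 172 ± 25.7 and 174 ± 18.3 (SD, n = 4). The log2 changes of these 16 peaks ran from -0.12 near CA12 to 0.33 near FOXA1, with a lowest edgeR adjusted p of 0.183. The exception was CXXC5, where the strongest peak (5, 139643570) fell from 123 ± 11.2 to 90.5 ± 5.72 (SD, n = 4, log2 change -0.44 ± 0.13, edgeR adjusted p = 0.0523), a call lost without DMSO replicate 1 (-0.38), 3 (-0.43) or 4 (-0.44) or dTAG replicate 2 (-0.42) or 3 (-0.40), with the GC trend removed (-0.33), without a filter on low counts (-0.44) and at an FDR of 0.05.

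**Figure D2:**
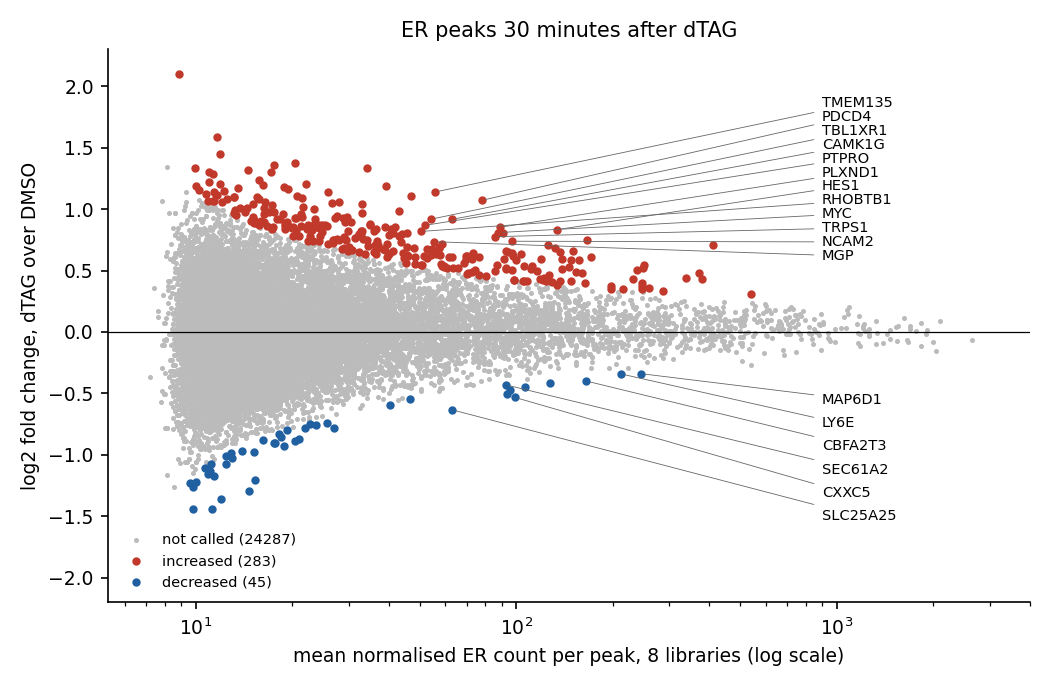
Each point is an ER peak, with its mean normalised count over the 8 ER libraries (log scale) against its log2 fold change, dTAG over DMSO; peaks called by edgeR at an FDR of 0.1 are coloured, and the 12 named rises and 6 named falls carry the nearest gene. The 283 increased peaks outnumber the 45 decreased ones, and TMEM135 has the largest named rise, 1.14.

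Distance to TRPS1 was compared because the study asked whether ER changes follow TRPS1 sites. Of 13927 ER peaks under 200 bp from a TRPS1 summit, 266 were increased and 21 decreased, of 4837 at 200 to 500 bp 9 and 12, and of 5851 over 500 bp away 8 and 12. The mean log2 change of ER was 0.04 ± 0.02 under 200 bp, -0.08 ± 0.04 at 200 to 500 bp and -0.05 ± 0.03 over 500 bp (SE, n = 4 per group, exact two-sided permutation p = 0.0571, 0.0571 and 0.2). The nearest class minus the farthest gave 0.09 ± 0.05 (SE, n = 4 per group, exact two-sided permutation p = 0.143), so the difference between the class means did not exceed the spread between libraries. camera, which takes peaks as its units, gave p = 1.4e-04 for ER, and p = 0.0157 with an estimated correlation. With only the stronger TRPS1 summits as reference, the ER difference was 0.15 (exact two-sided permutation p = 0.0286).

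PR peaks were compared in the same classes. Of the PR peaks, 3094 under 200 bp from TRPS1 changed by 0.01 on average and 65 over 500 bp away by -0.25 (log2), a difference of 0.25 ± 0.07 in which all 4 dTAG libraries lay above all 4 DMSO libraries (SE, n = 4 per group, exact two-sided permutation p = 0.0286). The PR difference rested on the few distant peaks and was lost when DMSO replicate 1 (0.25, exact permutation p = 0.0857), 2 (0.19, 0.0857), 3 (0.27, 0.0571) or 4 (0.29, 0.0571) or dTAG replicate 1 (0.25, 0.0571) was left out. It was also lost with only the PR peaks above the median count (0.21, exact permutation p = 0.0571) or with overlapping peaks against those over 10 kb away (0.28, exact permutation p = 0.0571). camera gave p = 0.00934 for PR, and p = 0.00325 with an estimated correlation. PR totals in peaks averaged 79533 with DMSO and 103370 with dTAG, and the library of lowest total in each arm had its lowest score. The lowest total of all, 68920 in dTAG replicate 3, still went with a score above those of the DMSO libraries. Whether the difference follows these totals was not tested.

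ER target genes, which the study defined from estrogen treatment of parental T47D cells, were compared by the direction of their transcription after TRPS1 loss in other libraries of the clone, as the study listed it. ER rose near activated targets relative to repressed targets: 570 peaks within 100 kb of an activated target changed by 0.05 ± 0.02 and 696 near a repressed target by -0.07 ± 0.01, a difference of 0.12 ± 0.02 (log2, SE, n = 4 per group, all 4 dTAG libraries above all 4 DMSO libraries, exact two-sided permutation p = 0.0286). Taken alone, the activated class gave an exact two-sided permutation p of 0.0571 and the repressed class 0.0286. ER peaks near liver genes, a control list, averaged -0.06 ± 0.04 (SE), so a fall particular to repressed targets was not shown. Of 61 activated targets with ER peaks, 15 had an increased peak and 1 a decreased one, and of 57 repressed targets 4 and 2. Counted by peaks, 18 of the 570 were increased and 1 decreased, and 5 of the 696 were increased and 5 decreased. Over all 24615 tested ER peaks, 283 were increased and 45 decreased. Increased ER peaks lay near the activated targets FRS2, an adaptor of fibroblast growth factor receptors (3 peaks), RBBP8, a DNA end resection factor (2), ZBTB40 (2), GNG11, SKIL, TPD52L1, HSPB8, GATA4 and GREB1 (1 each). The GREB1 peak, a weak one in its intron (2, 11503759), went from 9.81 ± 0.789 to 25.4 ± 3.83 (SD, n = 4, log2 change 1.36 ± 0.26, edgeR adjusted p = 2.7e-04), while the mean over 45 peaks near GREB1 was -0.07. Among repressed targets, CXXC5 had 4 decreased peaks and a mean of -0.27 over 22 peaks, CBFA2T3 had 1 decreased peak, and SHOC2 went the other way, with 3 increased peaks and a mean of 0.40 over 12 peaks. camera gave p = 0.0124, and p = 0.0294 with an estimated correlation. Removing each library's trend with GC content lowered the difference to 0.06 ± 0.03 and ended the call (exact two-sided permutation p = 0.0857).

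ER was also compared where chromatin opened, using regions the study called from ATAC-seq, an assay of accessible DNA, in other libraries. ER rose at opened regions: 363 overlapping peaks changed by 0.38 ± 0.04, with 79 increased and 0 decreased, and against the other 24224 peaks the difference was 0.40 ± 0.05 (log2, SE, n = 4 per group, all 4 dTAG libraries above all 4 DMSO libraries, exact two-sided permutation p = 0.0286). Of the 363 peaks, 92.0% had a positive change. Upstream of HES1, 5 peaks between 193870633 and 193921610 on chromosome 3 were increased and 4 of them lay in opened regions. At the 28 ER peaks in closed regions the mean change was -0.12 ± 0.06 (SE, n = 4 per group, exact two-sided permutation p = 0.114), with 0 peaks called. camera gave p = 1.0e-53 for the opened regions, and p = 2.9e-04 with an estimated correlation.

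**Figure D3:**
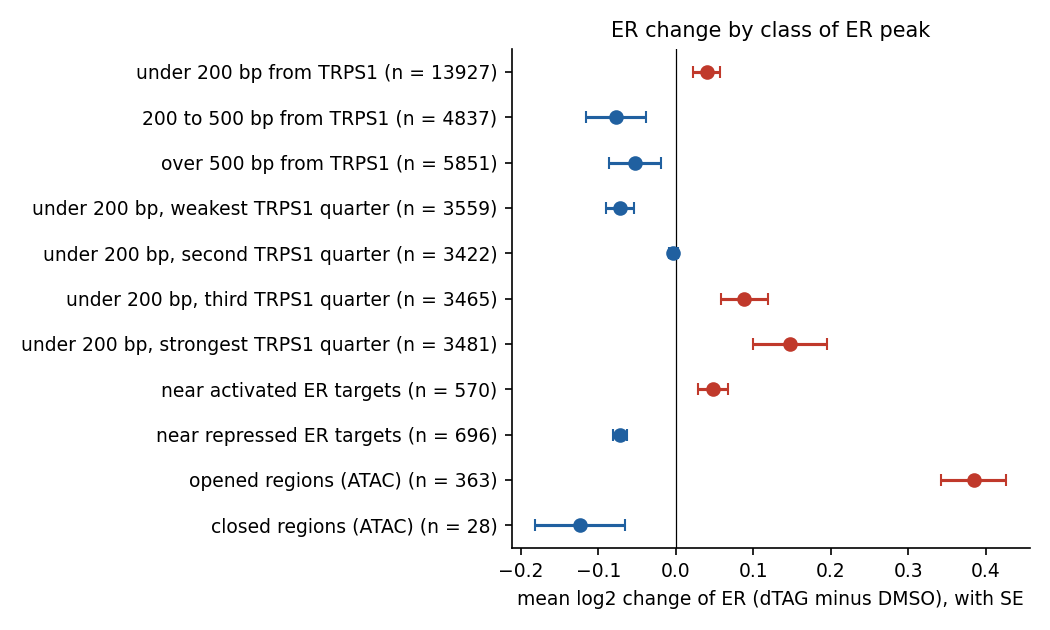
Mean log2 change of ER (dTAG minus DMSO) over the tested ER peaks of each class, with the SE over libraries (n = 4 per group); the number in brackets counts peaks, and points are red above 0 and blue below. Classes are by distance to the nearest TRPS1 summit, by its HA count, by ER target gene class and by accessibility, and opened regions stand highest at 0.38.

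Lists of genes fixed in advance described ER near pathways and cell type markers, counting ER peaks within 100 kb of each member. Over all 24615 tested ER peaks, 1.15% were called increased and 0.183% decreased, the shares beside which the counts per list stand. No ER peak near a member of any of the 8 lists was decreased. Decreases were so rare among all ER peaks that this 0 says little about the lists. Of the estrogen-induced genes, GREB1 and TPD52L1 (log2 change 0.48 ± 0.15) had an increased peak each, 2 of 454 peaks in all and 1 when adjusted over the list alone. Luminal transcription factors and cofactors had 4 increased peaks of 527 (2 adjusted over the list alone), near FOXA1 (0.51 ± 0.13), TRPS1 (1.20 ± 0.24) and EHF (2 peaks). Progesterone-induced genes had 1 of 180 (GREB1), YAP and TEAD targets 1 of 109 (CRIM1, 1.11 ± 0.32), cholesterol genes 1 of 157 (FDFT1, 0.61 ± 0.13) and basal and mesenchymal genes 1 of 65 (TP63, 0.92 ± 0.21), each count the same when adjusted over the list alone. Cell cycle genes had 0 of 159 by edgeR. The liver genes, a control list, had 2 (SERPINA1, 0.43 ± 0.10, and TAT, 0.49 ± 0.11), also 2 when adjusted over the list alone.

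As sets, ER peaks near cell cycle genes had the lowest mean, -0.10 ± 0.05 (log2, SE, n = 4 per group), 34.6% of them above 0, and passed camera with its preset correlation (adjusted p = 0.0530 over 8 lists) but not with an estimated one (adjusted p = 0.187 with an estimated correlation). That call was lost without DMSO replicate 2 (mean -0.08), DMSO replicate 4 (-0.09), dTAG replicate 3 (-0.07) or dTAG replicate 4 (-0.07). Cholesterol genes averaged -0.07 ± 0.01 and passed fry, which asks whether peaks of a set move one way on balance (adjusted p = 0.00688), but not camera (adjusted p = 0.211, and adjusted p = 0.187 with an estimated correlation). Means of the other lists were -0.06 for estrogen-induced, -0.05 for progesterone-induced, -0.06 for basal and -0.06 for liver genes, 0.01 for luminal factors and 0.05 for YAP and TEAD targets, and none of these 6 passed camera or fry. With a window of 20 kb the estrogen-induced list passed camera (mean -0.0902) and the cell cycle list did not (mean -0.0860), and with only the ER peaks above the median count the cell cycle list did not either (mean -0.0758).

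Sequence motifs within 200 bp of ER summits were compared between called and not called ER peaks. GATA sites were found in 94.0% of increased peaks, in 44.2% of 24287 not called peaks and in 17.8% of decreased peaks, with odds ratios of 19.8 (95% interval 12.1 to 34.5) for increased and 0.273 for decreased peaks (Fisher's exact test, two-sided, adjusted p = 1.4e-70 and 8.0e-04). Increased peaks held more ERE half-sites, the core of the ER element (50.2% against 32.1%, odds ratio 2.13, adjusted p = 4.2e-09), more forkhead sites of the FOXA type (39.2% against 27.5%, odds ratio 1.70, adjusted p = 9.1e-05) and more TEAD sites (37.5% against 22.0%, odds ratio 2.12, adjusted p = 2.9e-08). Decreased peaks held fewer FOXA sites (8.89%, odds ratio 0.257, adjusted p = 0.0104) and fewer TEAD sites (8.89%, odds ratio 0.346, adjusted p = 0.0701). The full palindromic ERE was in 1.06% of increased and 1.24% of not called peaks, and AP-1 sites in 8.83% and 6.99%, neither past the threshold. PRE and CTCF sites were in 0 of the increased peaks. In all, 7 of 16 tests passed. These tests are across peaks, which are not replicates, and decreased peaks had a higher GC content (62.8%) than increased (41.1%) and other (49.6%) peaks. With classes from DESeq2, 3 tests passed, and the odds ratios in decreased peaks became 0.626 for GATA, 0.752 for FOXA and 1.77 for TEAD and that of FOXA in increased peaks 1.42, none of these 4 past the threshold. With 100 bp on each side of the summit the FOXA odds ratio in decreased peaks became 0.438, also not past it.

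**Figure D4:**
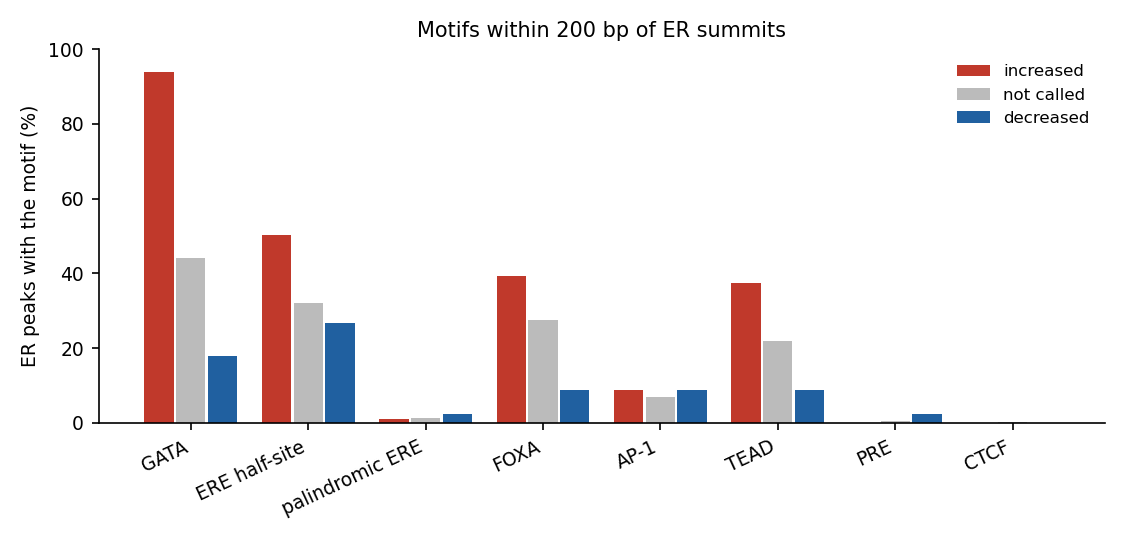
Share of ER peaks (%) with each motif within 200 bp of the summit among 283 increased, 24287 not called and 45 decreased peaks. GATA sites are in 94.0%, 44.2% and 17.8% of the 3 classes.

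PR binding was compared because PR is another steroid receptor of luminal cells. PR fell at an intergenic site far upstream of SULF1, a heparan sulfate sulfatase gene (8, 68905656 to 68907583, offset -560005 bp from the TSS). The count went from 307 ± 38.6 to 218 ± 28.6 (SD, n = 4, log2 change -0.52 ± 0.07, edgeR adjusted p = 5.5e-10, DESeq2 adjusted p = 0.00847), and this was the only PR peak that met the naming rule. Of 3342 tested PR peaks edgeR called 9 increased and 14 decreased, with all 4 dTAG libraries on 1 side of all 4 DMSO libraries in 8 and 9 of them, which is no test for peaks called on these same libraries (4.31% of not called PR peaks were separated, and chance gives 2.86% over both directions). DESeq2 called 0 increased and 1 decreased, at SULF1, an FDR of 0.05 left 0 and 3, and testing without a filter on low counts gave 16 and 39. With the replicate number as a block edgeR called 3 and 5. At an unadjusted p under 0.05 there were 272 PR peaks, against 167 by chance. Other PR calls, looked up after their values were seen, included rises with SPRY2 (1.37 ± 0.34), OPA1 (1.01 ± 0.27) and CD47 (0.57 ± 0.17) as nearest genes. Also among them were a rise at the promoter of HSPB8 (0.54 ± 0.16) and falls in an intron of ERC1 (-0.40 ± 0.09) and upstream of PDE9A (-0.57 ± 0.14). The SPRY2 and OPA1 peaks lay far from the TSS, at offsets of -1047530 and 241589 bp. The PR counts of increased and decreased peaks became 0 and 1, 6 and 8, 3 and 1, and 4 and 8 without DMSO replicates 1 to 4 in turn, and 1 and 6, 1 and 1, 11 and 5, and 1 and 1 without dTAG replicates 1 to 4. The 12 testable genes named in advance had no called PR peak by edgeR or DESeq2, with log2 changes from -0.34 in GREB1 to 0.63 near ELF5 (lowest edgeR adjusted p = 0.239).

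YAP was compared as a partner of TEAD factors. edgeR called 0 of 582 tested YAP peaks (lowest adjusted p = 0.534) and 1 decreased without DMSO replicate 4 or dTAG replicate 2, DESeq2 called 0, and 36 had an unadjusted p under 0.05, against 29.1 by chance. Of the YAP target genes named in advance only AMOTL2 had a testable peak, in its intron (3, 134364080 to 134364417), with 7.93 ± 2.26 counts with DMSO and 11.3 ± 2.79 with dTAG (SD, n = 4, log2 change 0.31 ± 0.41, edgeR adjusted p = 0.989). The 554 YAP peaks under 200 bp from TRPS1 had a mean log2 CPM higher with dTAG by 0.20 ± 0.13 (SE, n = 4 per group, exact two-sided permutation p = 0.0286) but a median edgeR log2 change of 0.0170, with 51.4% of them above 0, and the 28 at 200 to 500 bp differed by 0.20 ± 0.14 (exact two-sided permutation p = 0.343). The YAP DMSO libraries all held fewer counts in peaks than the dTAG libraries, so that these totals and treatment go together in these means. The mean count per peak was 3.67 ± 2.71 with DMSO and 13.2 ± 1.46 with dTAG (SD, n = 4). Reads outside peaks were not used, so sequencing depth and a gain shared by most YAP peaks cannot be told apart. TMM scaling sets the typical YAP peak to no change, so such a gain could not be called.

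Peak sets were compared by overlap of at least 1 bp, with summits widened by 200 bp on each side. TRPS1 summits overlapped 97.8% of 2067 YAP peaks, 89.2% of 6681 PR peaks, 59.2% of 56404 ER peaks and 16.2% of 101592 CTCF peaks. These shares depend on the rule, and with centres under 200 bp apart they were 95.3%, 85.5%, 42.1% and 8.70%. In the other direction, 39.4% of TRPS1 summits overlapped a CTCF peak, 11.2% a PR peak and 3.69% a YAP peak, and the share that overlapped an ER peak was the highest. ER peaks overlapped 94.0% of YAP, 77.1% of PR and 13.4% of CTCF peaks. The sets differ in size and depth, and no test was made.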

Values the study reported

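The study called differential peaks at an FDR of 0.1. After 30 minutes of dTAG it reported a loss of over 80 percent of TRPS1 from chromatin. Among the ATAC-seq peaks at 30 minutes, the study found 472 with increased and 36 with decreased accessibility. Of the estrogen-activated genes it defined, 65 were activated and 58 repressed by loss of TRPS1.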

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

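The split of HA summits by strength and the use of the libraries with both antibodies for HA were tests chosen only after the result was seen, as was the size of the ER rise at peaks whose call ended, and the removal of a GC trend from each library was added after the data were seen.

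At 6 named peaks, 1 library lay far from the other 3 of its group, measured as its gap to the nearest of them over the whole range of the group. At CCN1, HA with dTAG was 14 counts in replicate 1 and 8 to 9 in the others (0.833 of the range), and at FKBP5 it was 6 in replicate 4 and 14 to 15 in the others (0.889). ER with DMSO at the CXXC5 intron peak (5, 139658426) was 124 in replicate 2 and 114 to 115 in the others (0.932), and ER with dTAG near ESR1 was 225 in replicate 3 and 237 to 238 in the others (0.915). PR with dTAG near XBP1 was 31.9 in replicate 3 and 40.0 to 41.5 in the others (0.848), and PR with DMSO near GATA3 was 9.60 in replicate 4 and 21.4 to 22.8 in the others (0.894). Chance gives such a gap in about 1 of 20 groups, which is 9 of the 180 groups tested, and 6 were seen.

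The difference between peaks near and far from TRPS1 was compared between antibodies. PR peaks near TRPS1 gained on distant PR peaks by 0.27 more than CTCF peaks did (log2, exact two-sided permutation p = 0.0180 over 4900 assignments), all 4 dTAG libraries of PR lying above all 4 DMSO libraries, but this missed 0.05 once adjusted over the 3 pairs of antibodies (exact permutation, adjusted p = 0.0539). The difference was 0.11 for ER minus CTCF and -0.16 for ER minus PR (exact two-sided permutation p = 0.117 and 0.222). PR totals in peaks were higher on average with dTAG, and whether the PR values follow them was not tested.

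ER rose at 283 peaks, of which 266 lay under 200 bp from a TRPS1 summit. Background reads were argued against, since IgG differed by 0.064 ± 0.039 (exact two-sided permutation p = 0.114) at the 283 peaks where ER gained 0.75 ± 0.06 (log2, SE, n = 4 per group). In 4 equal groups of the ER peaks near TRPS1, ordered by HA count, the strongest gained 0.22 ± 0.06 on the weakest, as loss of TRPS1 at the same site would give (exact two-sided permutation p = 0.0286), and 0.11 ± 0.05 once a GC trend was removed from each library (exact two-sided permutation p = 0.0571). With that removal 51.6% of the 283 peaks were still called, 27 of the other 137 having a p under the highest called before (0.00131, against 6.7e-04 after), and the 137 still gained 0.56 ± 0.04 on other ER peaks, against 0.67 ± 0.06 before, which argues against the trend as the whole cause of their rise. Loss of TRPS1 is a candidate explanation, and a GC bias cannot be told apart from it for how many peaks are called and for the order by strength, because GC content was 44.1% in the strongest and 61.3% in the weakest group.

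ER at the 6418 promoter peaks changed against other ER peaks by -0.15 ± 0.05 (log2, SE, n = 4 per group, exact two-sided permutation p = 0.0571), and promoters held 22 of the 45 decreased peaks and 5 of the increased. Against other peaks of matched GC content the difference was -0.0059 ± 0.022, so a bias by GC content, 66.1% at promoters and 45.1% elsewhere, may account for it. Background reads cannot be told apart from this, since IgG differed by -0.024 ± 0.030 at promoters (exact two-sided permutation p = 0.457). No biological explanation of the promoter difference was tested.

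HA fell at 26600 of 27137 summits, while the dTAG libraries all held fewer counts in summits than the DMSO libraries. Those totals are made of the HA signal itself, so a loss of TRPS1 lowers them too, and they do not give the sequencing depth. The choice of summits on these same libraries was argued against by the libraries with both antibodies, where TRPS1-only peaks had a median change of -1.13 with CTCF as the standard. Lower depth would lower every summit alike, and in summed counts the strongest of 4 equal groups of summits changed by -1.99 ± 0.32 and the weakest by -1.46 ± 0.25, a difference of -0.54 ± 0.08 with groups ordered by libraries other than those measured (log2, SE, n = 4 per group with dTAG replicates 3 and 4 counted apart, exact two-sided permutation p = 0.0286). With groups ordered by the dTAG libraries the difference was -0.02 ± 0.06 (exact two-sided permutation p = 0.857), an order in which chance works against such a difference. In the libraries with both antibodies, scaled on CTCF, TRPS1-only peaks fell from 12.5 ± 0.614 to 6.37 ± 0.320 counts per peak (SD, n = 4, exact two-sided permutation p = 0.0286). A difference in depth would not give this fall, which argues against depth as its cause in those libraries. In the HA libraries lower depth cannot be told apart from degradation of TRPS1, a candidate explanation, as a part of the fall. Reads outside summits were not used, and HA libraries hold no outside standard.

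Calls were counted in all 35 ways to split the 8 libraries of an antibody into groups of 4. A share of 1 of 35 is the smallest possible, and the shares were not adjusted over the antibodies. Such a share argues against chance but does not exclude it. With HA dTAG replicates 3 and 4 as 1 sample, the mean HA count gave an exact two-sided permutation p of 0.0571. Only the real split, 1 of 35, gave as many calls for HA with that pair counted apart (26601, highest other 19037), for TRPS1-only peaks with both antibodies (770, highest other 0), for ER (328, highest other 7) and for PR (23, highest other 4). The PR calls rest on the setting, as DESeq2 called 0 increased and 1 decreased. For HA the 4 other splits with the most calls (19037, 15892, 12898 and 11907) each exchanged DMSO replicate 2, the shallowest DMSO library, with a dTAG library. For CTCF the real count was 0, so that 35 of 35 splits gave at least as many and decide nothing, and the highest other, 2908 calls with DMSO replicates 1, 2 and 3 beside dTAG replicate 2, points to a structure of the CTCF libraries other than the treatment. The same holds for YAP (35 of 35 splits, real count 0, highest other 1), and chance was not argued against for the gene lists, where 4 of 35 splits gave at least the real count of 1 list (highest other 1).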

How the results depend on the processing

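Robust dispersion, removal of a GC trend from each library and the HA dTAG pair as 1 sample were tests chosen only after the data were seen, and all other alternatives were fixed before.

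Among named peaks, 403 of 420 HA values, 428 of 525 ER values, 172 of 182 PR values and 10 of 10 YAP values kept their direction and side of the threshold, as did 86 of 96 values of gene lists and 13 of 21 of motifs. The cause was not tested for any change below unless it is given. HA counts rest on the scaling: TMM on all peaks gave 1728 increased and 1481 decreased summits and moved the summits near GATA3 to 0.42 and near TRPS1 to 3.8e-05, because it sets the typical summit to no change, and scaling on the summits of lowest count gave 502 and 8556. DESeq2 gave 0 increased HA summits, the dTAG pair as 1 sample 0 increased and 40125 decreased, and no filter on low counts 0 and 63060, with more summits tested. TRPS1-only peaks in the libraries with both antibodies numbered 1 increased and 456 decreased without scaling between libraries, 0 increased with DESeq2, and 17 and 1708 with no filter, where more peaks were tested.

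DESeq2 called 134 ER peaks increased and 9 decreased, an FDR of 0.05 left 16 decreased, no filter on low counts gave 184 and 16 with more peaks tested, and GC trend removal gave 153 and 17. Of PR peaks, DESeq2 called 0 increased and 1 decreased, an FDR of 0.05 left 0 and 3, and no filter gave 16 and 39, while no filter gave 1 decreased YAP peak. The ER difference by distance was 0.15 with the stronger TRPS1 summits as reference (exact two-sided permutation p = 0.0286), and that of PR was 0.21 with the PR peaks above the median count and 0.28 for overlapping peaks against those over 10 kb away (exact two-sided permutation p = 0.0571 for both). GC trend removal lowered the difference at ER target genes to 0.0552 (exact two-sided permutation p = 0.0857), and 0 gene lists passed with the ER peaks above the median count. With centres under 200 bp apart, TRPS1 overlapped 42.1% of ER, 85.5% of PR, 95.3% of YAP and 8.70% of CTCF peaks, and with the stronger TRPS1 summits 40.1%, 85.6%, 95.1% and 8.79%, both being stricter rules.

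Signs turned only for values near no change that passed no test in the main setting, apart from the GATA3 and TRPS1 summits and the TEAD motif. ER at CCND1 became 0.00101 with DESeq2, 0.00428 with no filter and 0.0783 with GC trend removal. Without TMM, ER became -0.0158 at PGR, -0.0214 at XBP1, -0.00647 at ESR1 and -0.00642 at GATA3, and with no filter 0.00189 at GREB1 and 0.00710 at TFF1. GC trend removal gave 0.0848 at GREB1, 0.0882 at TFF1, -0.0504 at PGR, -0.0314 at XBP1, -0.0112 at ESR1, -0.0643 at GATA3 and -0.0293 at ELF5, and DESeq2 gave PR at CXXC5 -8.9e-04. With a window of 20 kb the estrogen-induced list passed (-0.0902) and the cell cycle list did not (-0.0860), and the lists of luminal factors (-0.0256), YAP and TEAD targets (-0.0531) and basal genes (0.21) turned. With classes from DESeq2, 3 motif tests passed, and the odds ratios became 1.69 for ERE half-sites and 1.77 for TEAD in decreased peaks, and 1.21 for the palindromic ERE and 0.841 for AP-1 in increased peaks.

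Leaving out each library in turn gave 0 to 6 increased and 24956 to 39882 decreased HA summits, 3 to 7 increased and 775 to 1090 decreased TRPS1-only peaks with both antibodies, and 155 to 328 increased and 14 to 45 decreased ER peaks. PR had 0 to 11 increased and 1 to 8 decreased peaks, CTCF 0 to 5 decreased (5 without dTAG replicate 2) and YAP 0 to 1 decreased (1 without DMSO replicate 4 or dTAG replicate 2). The difference by distance ran from 0.19 to 0.32 for PR and from -0.0442 to 0.000776 for CTCF, which turned without dTAG replicate 3, and 0 to 1 gene lists passed. The ER difference by distance ran from 0.05 to 0.11, that at ER target genes from 0.10 to 0.13 and that at opened regions from 0.36 to 0.42, each on its own side of the threshold throughout. ER ran from -0.0744 to 0.22 at CCN1, -0.0754 to 0.16 at CCND1, -0.0352 to 0.16 at ELF5, -0.00643 to 0.0573 at ESR1, -0.0630 to 0.11 at GATA3, -0.12 to 0.0749 at GREB1, -0.0455 to 0.16 at the MYC peak of highest count, -0.0335 to 0.0766 at PGR, -0.10 to 0.0726 at TFF1 and -0.0334 to 0.0695 at XBP1. Among the falls of ER, SLC25A25 ran from -0.77 to -0.52, CBFA2T3 from -0.49 to -0.31 and CXXC5 from -0.58 to -0.44 (139658426) and -0.49 to -0.38 (139643570), and the cell cycle list from -0.12 to -0.07. PR ran from -0.0746 to 0.12 at CXXC5, -0.10 to 0.29 at FKBP5, -0.13 to 0.35 at PGR and -0.0385 to 0.0748 at TRPS1.

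With the replicate number as a replicate block, edgeR called 0 increased and 26502 decreased HA summits, 3 and 757 TRPS1-only peaks with both antibodies, 335 and 57 ER peaks and 3 and 5 PR peaks, and ER at CCND1 became 0.00521. Pairing by number was not seen in the counts of single peaks. Correlations between libraries of the same number ran from -0.0638 to 0.0926 in 24 pairs, and 7 of 24 correlated best with their own number. Shared batches are not excluded by this. Over all TRPS1 summits HA over IgG was 4.11 and 4.69 in DMSO replicates 1 and 2, and 6.80 and 8.72 in 3 and 4. With dTAG it was 1.48 and 1.43 in replicates 1 and 2, and 1.68 and 1.70 in 3 and 4. No difference between near and far peaks could be had for YAP, since no tested YAP peak lay over 500 bp from a TRPS1 summit. Low counts in peaks limit YAP in that 582 of 2067 peaks could be tested, among which simulated changes of 2-fold were recovered at 71.6%, and for HA, tested with 1 common library size, they were recovered at 7.46%. That HA share holds for 200 changed summits and not for the real data, where nearly all summits fell.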

Other observations

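The comparison of PR at opened regions was a test chosen only after the result at ER peaks was seen, clusters of called ER peaks by gene and the called PR peaks named here were looked up after their values were seen, and the GC trend removal was added after the data were seen.

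Several genes were the nearest to 4 or 5 called ER peaks each, with no test made of clustering. Upstream of HES1 there were 5 increased peaks (log2 change 0.33 to 0.86), 4 of them in opened regions, and NCAM2 also had 5 (0.40 to 1.15), 3 of them opened. CD47, a cell surface glycoprotein gene (0.73 to 1.04), NAALADL2 (0.59 to 0.99), PDCD4 (0.41 to 1.30) and RAD51B, a recombination gene (0.57 to 0.93), had 4 increased peaks each. CXXC5 had 4 decreased peaks between 139643570 and 139660957 on chromosome 5 (-1.23 to -0.44). Among the ER peaks under 200 bp from TRPS1, the group with the strongest TRPS1 summits held 173 increased and 0 decreased of 3481 peaks and changed by 0.15 ± 0.05, and the next held 61 and 6 of 3465 and changed by 0.09 ± 0.03 (log2, SE, n = 4 per group, exact two-sided permutation p = 0.0286 for both). The third held 23 and 7 of 3422 (-0.00 ± 0.01, exact two-sided permutation p = 0.629), and the weakest 9 and 8 of 3559 (-0.07 ± 0.02, exact two-sided permutation p = 0.0286). With a GC trend removed, the strongest group minus the weakest went from 0.22 ± 0.06 to 0.11 ± 0.05, which ended the call (exact two-sided permutation p = 0.0571).

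ER was also compared near genes that the study lists as activated or repressed gradually or transiently after TRPS1 loss. ER near 236 gradually activated genes changed by 0.08 ± 0.02 over 1326 peaks, 47 increased and 2 decreased, and near 218 gradually repressed genes by -0.07 ± 0.01 over 1625 peaks, 9 increased and 6 decreased. The difference was 0.15 ± 0.02 (log2, SE, n = 4 per group, exact two-sided permutation p = 0.0286), and 0.10 ± 0.01 with a GC trend removed (exact two-sided permutation p = 0.0286). ER near 145 transiently activated genes changed by 0.06 ± 0.02 over 877 peaks, 25 increased and 1 decreased, and near 479 transiently repressed genes by -0.07 ± 0.01 over 2734 peaks, 13 increased and 7 decreased. That difference was 0.13 ± 0.02 (exact two-sided permutation p = 0.0286), and 0.05 ± 0.02 with a GC trend removed, which ended the call (exact two-sided permutation p = 0.0571).

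Regions that opened were then compared for the other antibodies. PR rose at 169 peaks in opened regions by 0.15 ± 0.03 against the other 3163 PR peaks (log2, SE, n = 4 per group, exact two-sided permutation p = 0.0286), with 3 called increased, near RPGRIP1L in an intron of FTO (1.04), 241589 bp downstream of the OPA1 TSS (1.01) and in an intron of ERBB4 (0.83). CTCF at 71 peaks in opened regions differed from its other peaks by 0.051 ± 0.027 (exact two-sided permutation p = 0.114). The difference between PR and CTCF there was not tested. ER at opened regions still gained 0.32 ± 0.04 on other ER peaks with a GC trend removed (exact two-sided permutation p = 0.0286), which argues against that trend as the whole cause of the gain. A gain shared by PR and ER where chromatin opened may be what these values show, as a hypothesis found and tested on the same data.

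GATA sites were compared within the ER peaks under 200 bp from TRPS1, to ask if closeness to TRPS1 alone gave the excess of GATA sites in increased ER peaks. They were in 252 of 266 increased peaks (94.7%) and in 7187 of 13640 not called peaks (52.7%), an odds ratio of 16.2 (95% interval 9.44 to 30.0, Fisher's exact test, two-sided). Closeness to TRPS1 alone was thus argued against. The peaks were not matched for GC content or TRPS1 strength, so these cannot be told apart as a part of the odds ratio. The group with the strongest TRPS1 summits had a median GC content of 44.1% and held 173 increased peaks. The weakest group had 61.3% and held 9.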
